A study of Mus musculus with 24 samples. Its data were reported in "PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression" (2022).

How the data were processed

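ChIP-seq had been performed on 3 kinds of cultured mouse fibroblasts: mouse embryonic fibroblasts (MEF), cancer-associated fibroblasts from mammary tumours of MMTV-PyMT mice (MMTV-CAF), and fibroblasts from dorsal skin wounds at day 10 (wound-healing fibroblasts). All cells had been immortalised with the papillomavirus genes E6 and E7. The series holds 24 samples: histone H3 acetylated at lysine 27 (H3K27ac) and trimethylated at lysine 4 (H3K4me3) in wild-type (WT) and Prrx1-deleted cells, the transcription factor Prrx1 in WT cells, and 7 inputs. SG marks deletion with a guide RNA. KI marks a further MEF genotype. The labels do not spell it out, but the study describes knock-in mice with lacZ inserted into the Prrx1 homeodomain and MEF made from them, and KI was read as this mutant. Both genotypes are called deleted here, although KI is an insertion. Groups came from the sample titles, and every group has 1 library. A peak list was analysed for 17 samples; reads and inputs were not used here.

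The authors trimmed reads with Trimmomatic, aligned them to mm9 with Bowtie, removed duplicates with Picard and called peaks with MACS2 against the matching input, 1 list per library. The study describes the Prrx1 ChIP as made in duplicate, and whether each deposited Prrx1 list pools these is not stated. The deposited H3K27ac and Prrx1 lists hold 1-bp summits with a −log10 p-value and no width or fold. The lowest −log10 p in the H3K27ac lists was 5.00, as the stated cutoff gives, but the Prrx1 lists go down to 3.00, and 9.88% to 22.0% of their summits lie below 5. The deposited H3K4me3 lists hold broad regions with a fold enrichment over input (a ratio), a −log10 p and a −log10 q. These scores are the authors' own and were used only to describe, rank or filter peaks within a list. Library totals are not part of the peak lists, so the sequencing depth behind each list is unknown, and the number of peaks and their −log10 p are the only view of it.

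Coordinates are those of the lists (mm9, printed 1-based). The reference assembly NCBIM37, which is the same build, and GENCODE vM1 gave sequences and genes; 0 intervals lay beyond a chromosome end. Because the H3K27ac and Prrx1 lists had no widths, definitions planned on widths and fold were replaced. A summit was taken as a window of 250 bp on each side, so that summits within 500 bp of each other overlapped and the planned overlap of 50% became a distance of 250 bp. Matching on width and fold deciles became matching on the decile of the −log10 p and on the number of summits within 12.5 kb. H3K27ac summits within 12.5 kb were stitched into clusters, ranked by summed −log10 p, and called super-enhancers above the point where the scaled rank curve has the slope of the diagonal. This approximates ROSE2, which ranks by reads. H3K4me3 regions over 4 kb were called broad. For the planned ranking by width, the number of summits was used.

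Shares are given with Wilson 95% intervals, which cover counting error over peaks and not differences between cultures. Retention at Prrx1-bound summits was compared with 10000 random sets of unbound summits of the same strata. Super-enhancer comparisons within strata used Mantel-Haenszel ratios and 10000 shuffles of the class within strata. Shuffling replaced random sets there after a check on simulated data: over 200 simulations without an effect on the 44918 summits of the MEF WT list, random sets placed 29.5% of results outside the central 95% and shuffling 4%. For retention at bound summits, random sets placed 7.5% outside. With a simulated lowering of -15 points at 1000 bound summits, the matched difference was -13.5 points. Prrx1 summits were also placed at random 1000 times on sequenced positions of the same chromosomes. Motifs were sought within 100 bp of a summit and, as background, around positions 2 kb to either side. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.

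The comparisons, the stricter −log10 p of 10, equal-size lists, the overlap rules, stitching within 5 kb, the 500 top clusters and the other alternatives were chosen before the data were examined, except the wider distance of 1 kb, the −log10 p of 5 for Prrx1, and the clusters of equal summit number or span, which were added afterwards. The named items also followed a rule set beforehand: Prrx1, Klf4, Tead1, Fosl2, Cebpb, Junb, Klf13, Nfix and Col1a1, the 5 common Prrx1 sites with the best worst rank by −log10 p, the 3 widest H3K4me3 regions per WT type and the top super-enhancer per WT type. Pathway enrichment was not run. Prrx1 lists from deleted cells were not analysed here, so the specificity of the antibody could not be checked.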

Results

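The data were peak lists from 17 ChIP-seq libraries of MEF, MMTV-CAF and wound-healing fibroblasts, with and without Prrx1. There were 7 H3K27ac lists of 29325 to 61603 summits, 7 H3K4me3 lists of 13125 to 29166 regions and 3 Prrx1 lists of 3048 (MEF), 8000 (MMTV-CAF) and 5698 (wound-healing fibroblasts) summits. There is 1 list per group, so every difference below describes single lists and no p-value is given. Whether each Prrx1 list pools duplicate ChIPs is unknown. The lists differed in strength. The median −log10 p of H3K27ac summits was 18.5 in MEF WT, 11.9 in MEF KI and 21.2 in MEF SG, and that of H3K4me3 regions was 28.6, 9.93 and 23.3. In MMTV-CAF the H3K27ac medians were 16.3 (WT) and 17.8 (SG), and in wound-healing fibroblasts 15.2 and 16.3.

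The targeted gene was examined first. Prrx1 (ENSMUSG00000026586.8) lies on the minus strand of chromosome 1 from 165175247 to 165243841. The widest H3K4me3 region over its transcription start sites (TSS) spanned 8628 bp in MEF WT, 4558 bp in KI and 7341 bp in SG, 13259 and 15484 bp in MMTV-CAF WT and SG, and 4606 and 6092 bp in wound-healing WT and SG. The gene with 10 kb on each side held 17, 13 and 16 H3K27ac summits in MEF WT, KI and SG, 26 and 27 in MMTV-CAF WT and SG, and 12 in each wound-healing library. Both marks were therefore listed at the gene in every deleted library. Whether the protein was lost cannot be read from these lists. Prrx1 summits within its H3K27ac cluster numbered 3 in MEF, 4 in MMTV-CAF and 1 in wound-healing fibroblasts. The top cluster at the gene was a super-enhancer in every library except wound-healing WT, where it ranked 985. In wound-healing SG it ranked 319.

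The similarity of lists was compared within and between fibroblast types. For H3K27ac, the Jaccard index of covered bases between WT and deleted cells of one type was 0.414 for MEF SG, 0.294 for MEF KI, 0.308 for MMTV-CAF and 0.293 for wound-healing fibroblasts. Between WT lists of different types it ranged from 0.250 to 0.310. Only MEF WT and SG lay above that range, and the difference of the means, 0.0447, was smaller than the standard deviation over the 4 WT and deleted pairs, 0.0582. For H3K4me3 the WT and deleted pairs ranged from 0.639 to 0.820 and the WT pairs of different types from 0.514 to 0.751, a difference of the means of 0.107 against a standard deviation of 0.0832. The alternative that moved the H3K27ac difference most was keeping all lists to the size of the smallest, which gave 0.0332.

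**Figure D1:**
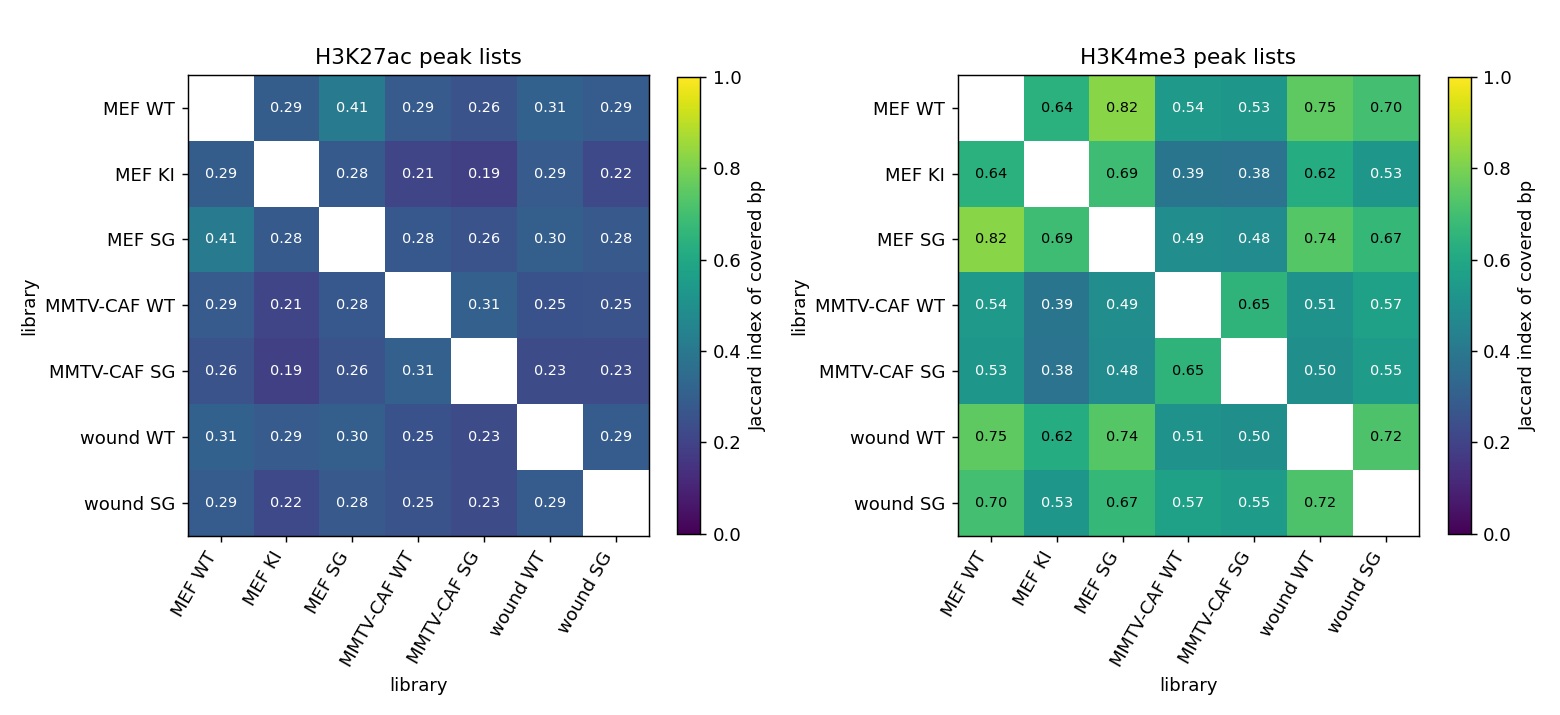
Jaccard index of covered bases between each pair of libraries, for H3K27ac (left, 250 bp on each side of a summit) and H3K4me3 (right); both axes list the libraries and the colour runs from 0 to 1. For H3K27ac, MEF WT and SG reach 0.414 while the other WT and deleted pairs of one type lie among the pairs of different types.

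The study asked whether the landscape changes after Prrx1 deletion. Of WT H3K27ac summits, 44.3% (Wilson 95% interval 43.9 to 44.8%) had a summit within 500 bp in MEF KI, 68.2% (67.8 to 68.7%) in MEF SG, 63.9% (63.5 to 64.3%) in MMTV-CAF SG and 67.7% (67.2 to 68.2%) in wound-healing SG. As a background between unedited lines, 63.3% of MEF WT summits were present in MMTV-CAF WT and 51.8% in wound-healing WT, 52.1% and 41.3% of MMTV-CAF WT summits were present in MEF WT and wound-healing WT, and 69.6% and 67.7% of wound-healing WT summits were present in MEF WT and MMTV-CAF WT. Retention after deletion exceeded both backgrounds in MEF SG and MMTV-CAF SG and lay below both in MEF KI. In wound-healing SG it lay below the share in MEF WT and did not differ from that in MMTV-CAF WT beyond its interval. In lists of equal size the MEF KI share was 58.4%, above the 51.8% in wound-healing WT. The backgrounds were not recomputed at equal size, so the place of MEF KI below both may depend on list size. The MMTV-CAF SG list held 61603 summits, against 44918 in MEF WT and 33465 in wound-healing WT. Its place above both backgrounds may depend on list size too. Retention followed strength: in MEF SG it was 42.4% in the lowest quartile of WT summits by −log10 p and 89.8% in the highest. Of the summits in the deleted lists, 30.5% (MEF KI), 30.0% (MEF SG), 43.6% (MMTV-CAF) and 48.4% (wound-healing) had no WT counterpart. Among the alternatives, a wider distance of 1 kb moved a share of WT summits retained most, in wound-healing SG from 67.7% to 83.9%. Retention of H3K4me3 regions was 73.7% in MEF KI, 87.5% in MEF SG, 76.0% in MMTV-CAF SG and 92.5% in wound-healing SG. Between unedited lines, 88.1% to 90.3% of MEF, 50.5% to 51.2% of MMTV-CAF and 85.2% to 86.7% of wound-healing WT regions were present in another type. MEF KI and MEF SG thus lay below their background and the others above. The MMTV-CAF SG list held 29166 regions, against 16089 in MEF WT and 16961 in wound-healing WT. The place of MMTV-CAF SG above its background may therefore depend on list size. The MEF KI value rose to 87.0% in lists of equal size and fell to 52.3% at a −log10 p of at least 10. The MEF SG value rose to 93.2% and 92.2% in these settings, above the background of the main setting. The background was not recomputed for these lists, so the place of MEF SG below it was shown for the main setting only.

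H3K4me3 regions over 4 kb numbered 987 in MEF WT, 320 in KI and 700 in SG. They numbered 3002 and 2603 in MMTV-CAF WT and SG, and 949 and 1679 in wound-healing WT and SG. A region over 4 kb in the deleted list overlapped 28.2% (25.4 to 31.1%), 64.5% (61.5 to 67.5%), 70.6% (69.0 to 72.2%) and 89.6% (87.5 to 91.4%) of the WT domains in MEF KI, MEF SG, MMTV-CAF SG and wound-healing SG. At least 98.3% of them overlapped a region of some width in each deleted list. When the widest 5% of each list were compared, the shares became 53.8%, 75.0%, 72.5% and 74.5%. The widest MEF WT region was 16496 bp long, on chromosome 2 from 115885806 to 115902301, over a TSS of Meis2. Those of MMTV-CAF WT (28257 bp, chromosome 15, 102790534 to 102818790) and wound-healing WT (25297 bp, chromosome 15, 102790169 to 102815465) covered TSSs of Hoxc9 and Hoxc10.

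Prrx1 binding was described next. Of Prrx1 summits, 4.59% (3.91 to 5.40%) in MEF, 20.7% (19.9 to 21.6%) in MMTV-CAF and 23.6% (22.5 to 24.7%) in wound-healing fibroblasts lay within 1 kb of a protein-coding TSS, and 53.9%, 40.9% and 40.8% were intergenic and outside that distance. An H3K27ac summit lay within 500 bp of 20.5% (19.1 to 22.0%), 45.4% (44.3 to 46.5%) and 33.2% (32.0 to 34.4%) of them. Over 1000 random placements the highest shares were 2.53%, 2.80% and 1.86%. H3K4me3 regions covered 9.42%, 51.7% and 32.0% of the summit windows, against highest random shares of 2.40%, 3.33% and 2.28%. At a −log10 p of at least 10 the MMTV-CAF share at H3K4me3 was 30.9%. The word TAATTA lay within 100 bp of 69.1% of MEF, 35.5% of MMTV-CAF and 41.9% of wound-healing Prrx1 summits, against 6.91%, 5.84% and 6.16% of positions 2 kb away.

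Sites with a Prrx1 summit in all 3 types numbered 533, against at most 2 over 100 random placements of the lists. A −log10 p of at least 10 left 158. Of the 533 sites, 67 lay within 1 kb of a protein-coding TSS, of 70 genes. The site with the best worst rank was on chromosome 7 from 26496657 to 26497165, in an untranslated region of Ccdc97, and ranked 44 in MEF, 3 in MMTV-CAF and 15 in wound-healing fibroblasts. The next were intergenic: chromosome 11 from 79619470 to 79619994 (nearest TSS Utp6, 136 kb away), chromosome 13 from 51409768 to 51410333 (S1pr3, 93.9 kb), chromosome 2 from 125374856 to 125375363 (Fbn1, 41.4 kb) and chromosome 10 from 66466006 to 66466510 (Jmjd1c, 92.6 kb). Each of these 5 sites held 0 copies of TAATTA within 100 bp of its MEF summit.

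The study compared Prrx1 binding at super-enhancers and typical enhancers. A Prrx1 summit lay in 199 of 1330 super-enhancers and 568 of 16983 typical enhancers in MEF, a ratio of shares of 4.47 (3.84 to 5.21). In MMTV-CAF the shares were 65.8% (63.0 to 68.4%) of 1168 and 16.6% (16.0 to 17.1%) of 17338, a ratio of 3.96. In wound-healing fibroblasts they were 51.2% (47.7 to 54.7%) of 777 and 11.6% (11.1 to 12.2%) of 13124, a ratio of 4.40. Super-enhancers were longer, with median spans of 18.5, 28.9 and 21.3 kb against 1.08, 1.26 and 0.955 kb. Per Mb of cluster the ratios were 0.866, 1.05 and 0.913. Among single H3K27ac summits, 1.66% in super-enhancers and 1.58% in typical enhancers of MEF had a Prrx1 summit within 500 bp, 7.33% and 7.37% in MMTV-CAF, and 6.38% and 6.23% in wound-healing fibroblasts. With summits of equal −log10 p decile the ratios were 1.05, 0.945 and 0.995, at percentiles 73.1, 4.89 and 45.1 among shuffles. Among clusters with the same number of summits the ratio was 0.934 in MEF (percentile 29.2), 1.39 in MMTV-CAF (above all shuffles) and 1.29 in wound-healing fibroblasts (percentile 99.9). These ratios covered 1011, 812 and 443 super-enhancers, because each summit number needed at least 5 clusters of both classes. At equal number super-enhancers have the higher summed −log10 p by construction, so summit strength was not controlled there.

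**Figure D2:**
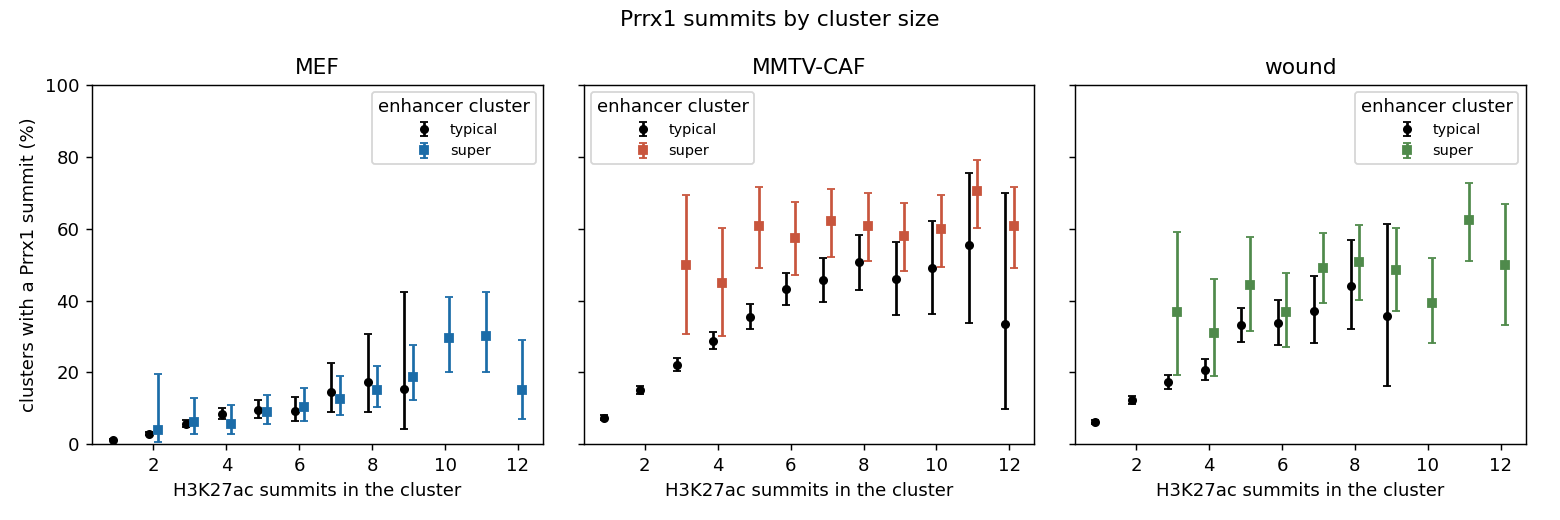
Share of H3K27ac clusters with a Prrx1 summit (%, y axis) against the number of H3K27ac summits in the cluster (x axis) for the 3 WT types; black circles are typical enhancers, coloured squares super-enhancers, bars Wilson 95% intervals, and points rest on at least 5 clusters. The share rises with the number of summits in both classes, and at equal number the classes overlap in MEF while super-enhancers lie higher in MMTV-CAF.

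Of WT super-enhancers, 34.6% (32.1 to 37.2%) overlapped a super-enhancer in MEF KI, 66.2% (63.7 to 68.7%) in MEF SG, 66.6% (63.9 to 69.3%) in MMTV-CAF SG and 81.6% (78.7 to 84.2%) in wound-healing SG. Super-enhancers numbered 669, 1251, 1149 and 1390 in these deleted lists, against 1330 (MEF), 1168 (MMTV-CAF) and 777 (wound-healing) in WT. The shares therefore depend on how many were called in each list. Nearly all WT super-enhancers overlapped a cluster of some rank (98.0% to 100%). Of typical enhancers, 59.9%, 83.5%, 82.2% and 92.7% overlapped any cluster. Between WT types, 44.4% to 58.4% of MEF, 49.0% to 63.4% of MMTV-CAF and 75.2% to 75.8% of wound-healing super-enhancers were super-enhancers in another type. Keeping the 500 top clusters moved a value most, lowering wound-healing SG to 63.4%. It raised MEF KI to 49.2%, and the shares between WT types were not recomputed in that setting. Matched on rank decile, super-enhancers with a Prrx1 summit were retained less often in MEF SG, by -18.2 points (percentile 0). MEF KI (-1.62 points), MMTV-CAF SG (0.976) and wound-healing SG (-4.79, percentile 5.30) lay within the central shuffles. Bound super-enhancers were not searched in WT lists of other types. The MEF SG deficit therefore cannot be told apart from variation between lines. The top WT super-enhancer spanned the Hoxa genes in MEF (chromosome 6, 52108952 to 52184239). In MMTV-CAF (chromosome 15, 85464502 to 85543516) and wound-healing fibroblasts (chromosome 15, 85464438 to 85535768) it overlapped no protein-coding gene.

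If Prrx1 maintained acetylation where it binds, bound H3K27ac summits would be retained less often than unbound ones of equal strength. In MEF, 717 WT summits had a Prrx1 summit within 500 bp. They were retained in 38.1% of cases in KI and 52.9% in SG, against 45.6% and 69.4% expected from matched unbound summits, differences of -7.50 and -16.6 points at percentile 0 among 10000 random sets. In MMTV-CAF the difference was -0.437 points over 3964 bound summits (percentile 23.9) and in wound-healing fibroblasts 0.626 points over 2096 (percentile 75.9). The same MEF summits were also less often present in lists of other lines: by -18.3 points in wound-healing WT and -5.42 points in MMTV-CAF WT, neither of them edited. MMTV-CAF bound summits differed by 0.669 points in MEF WT and -4.41 points in wound-healing WT, and wound-healing ones by 4.38 points in MEF WT and 1.46 points in MMTV-CAF WT. Without matching, the MMTV-CAF difference was 9.54 points and the wound-healing one 5.96.

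**Figure D3:**
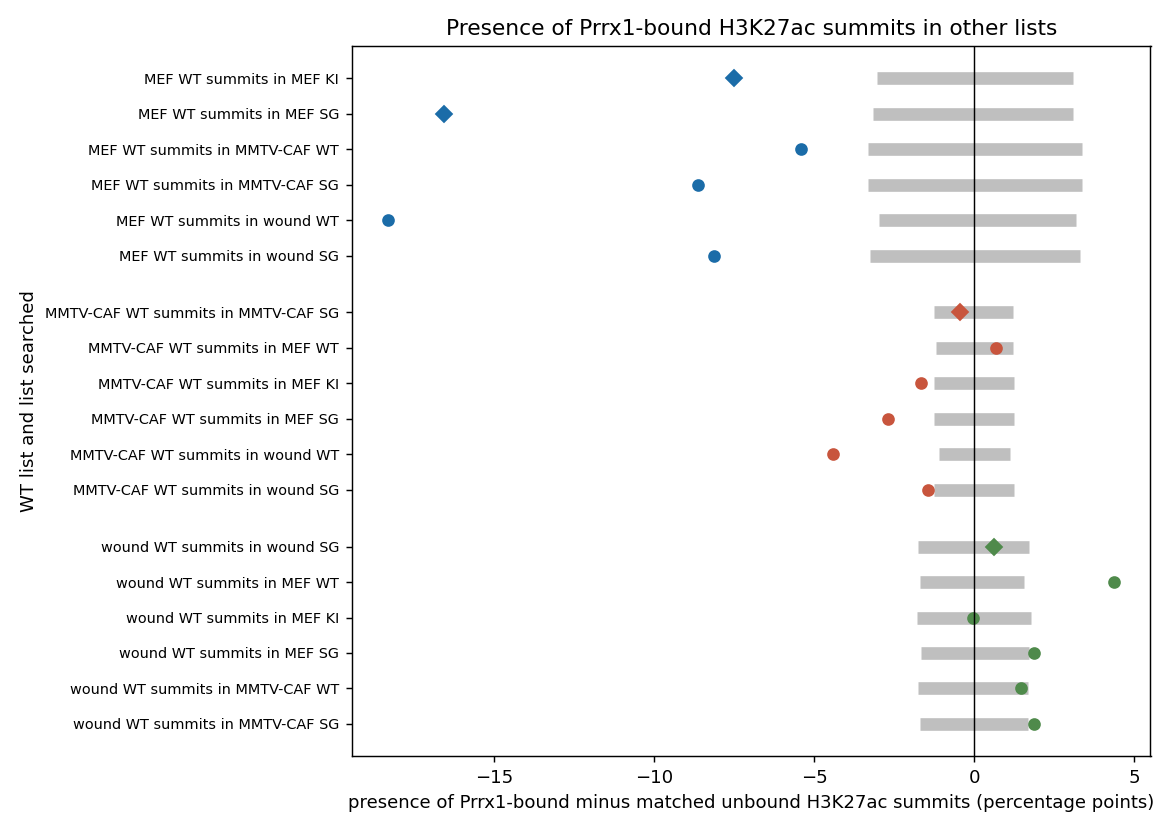
Presence of Prrx1-bound minus matched unbound WT H3K27ac summits (percentage points, x axis) in each list searched (y axis); diamonds are deleted cells of the same type, circles are other types, and grey bars are the central 95% of 10000 random sets. MEF summits show a deficit in all 6 lists, of which the WT wound-healing list has -18.3 points.

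The KI and SG genotypes of MEF were compared through the WT summits absent from both. These numbered 11052 of 44918, 1.09 times the number expected if absences were independent within strata; the highest of 100 simulated unchanged pairs against the shared WT list reached 10193. Pairs of a deleted MEF list and a WT list of another type gave 1.07 to 1.29, a range that includes the ratio of KI and SG. The pairs with KI gave 1.07 and 1.09 and those with SG 1.17 and 1.29. Without strata the ratio of KI and SG was 1.39.

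The 9 named genes all had an H3K4me3 region over 4 kb at a TSS in each WT type. In the deleted lists 2 kept such a region in MEF KI, 7 in MEF SG, 9 in MMTV-CAF SG and 9 in wound-healing SG. The KI H3K4me3 list was weak (median −log10 p 9.93 against 28.6 in WT) and held no region at a TSS of Junb or Klf13. Weaker detection in KI therefore stays possible. A super-enhancer overlapped 7 of them or their 10-kb flanks in MEF WT, 8 in MMTV-CAF WT and 5 in wound-healing WT, and 4 (KI), 6 (MEF SG), 9 (MMTV-CAF SG) and 5 (wound-healing SG) after deletion. The 5 wound-healing genes were not the same: Fosl2 had a super-enhancer in WT only and Prrx1 in SG only. For Prrx1 the WT rank of 985 missed the WT cutoff of 777 super-enhancers but lay within the 1390 called in SG. A gain after deletion cannot be read from this. A Prrx1 summit lay in the top H3K27ac cluster of 2 genes in MEF, 7 in MMTV-CAF and 5 in wound-healing fibroblasts. At Col1a1 (ENSMUSG00000001506.9, chromosome 11, 94797538 to 94814356) the cluster held 1, 4 and 4 Prrx1 summits in the WT types, and it stayed a super-enhancer in all 4 deleted libraries. Its H3K4me3 region spanned 4841 bp in MEF WT, 2946 bp in KI and 3531 bp in SG, 14732 and 9921 bp in MMTV-CAF WT and SG, and 9927 and 7486 bp in wound-healing WT and SG.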

Values the study reported

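The study reported 515 common binding sites of Prrx1 in the 3 fibroblast types. It named 18 candidate master transcription factors in MEF, 13 in wound-healing fibroblasts and 9 in MMTV-CAF.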

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

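The tests of region width, of the detection of constitutive summits and of super-enhancers in equal-size lists were set out before their results were seen; the test with WT lists of other types was chosen afterwards. Also chosen afterwards were the rules that leave a test open when a count difference is within counting error, or when a change in detection is smaller than the range between WT lists. Under the rule set beforehand, the detection test would have counted for detection in MEF SG and against it in MMTV-CAF SG and wound-healing SG. Each result in this part was picked out because the effect of deletion had opposite signs in different fibroblast types. With 1 library per group these differences were not tested.

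The matched retention difference at Prrx1-bound H3K27ac summits was negative in both deleted MEF libraries (-7.50 and -16.6 points) and 0.626 points in wound-healing SG. MMTV-CAF SG (-0.437 points) and wound-healing SG also differ in sign, but both lie inside their random sets. For MEF, a candidate explanation is that the MEF summits bound by Prrx1 vary between lines. In unedited lines the same MEF summits were less often present, by -18.3 points in wound-healing WT and -5.42 points in MMTV-CAF WT. This does not hold for bound summits in general: wound-healing ones were more often present in MEF WT, by 4.38 points, and MMTV-CAF ones differed by 0.669 points in MEF WT, though by -4.41 points in wound-healing WT. In the deleted MEF lists the wound-healing ones differed by -0.032 (KI) and 1.86 points (SG). The MMTV-CAF ones differed there by -1.66 (KI) and -2.69 points (SG). All these values are lower than in MEF WT. Lists of other types moved both ways: the MEF ones were at -8.61 points in MMTV-CAF SG and -8.14 points in wound-healing SG. A loss caused by deletion stays open beside variation between lines, because type-specific summits could also depend on Prrx1. A second WT culture of MEF would be needed to separate the 2 explanations.

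The number of broad H3K4me3 domains fell in MEF (log2 ratios of -1.62 in KI and -0.50 in SG) and in MMTV-CAF SG (-0.21) and rose in wound-healing SG (0.82). A list-wide difference in region width, from library quality or depth, could produce this. Widths in the deleted list were divided by the median width ratio of paired regions of at most 4 kb, which was 0.767, 0.929, 1.03 and 1.13. The log2 count ratios then became 0.035 in MEF KI, -0.043 in MEF SG and 0.24 in wound-healing SG, so most of the change in these 3 libraries went with the widths of paired narrower regions. Over all regions the median width in wound-healing SG was 1522 bp against 1545 bp in WT, so the wider regions there were the paired ones and not the whole list. In MMTV-CAF SG the ratio was -0.32 after the same step, so that fall does not follow the list-wide width. An effect of deletion on all H3K4me3 regions alike would look the same and stays untested.

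The number of H3K27ac summits had log2 ratios of -0.62 (MEF KI) and -0.06 (MEF SG), but 0.19 in MMTV-CAF SG and 0.36 in wound-healing SG. H3K4me3 regions had -0.29 and -0.13, but 0.093 in MMTV-CAF SG and 0.21 in wound-healing SG. A difference in detection was tested on summits present in every H3K27ac list of the other types. The share found changed by -22.8 points in MEF KI and by -1.25 points in MEF SG, the direction of their counts, which is consistent with weaker detection in KI. It changed by -1.06 points in MMTV-CAF SG, against the rise in count, and by 0.230 points in wound-healing SG. The share found ranged from 86.3% to 90.3% between the WT lists, each on its own set of such summits, so the changes in the 3 SG libraries are too small to read. Such summits are also strong and cannot show a gain of weak ones. In these 3 libraries a difference in detection and an effect of deletion cannot be told apart.

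Super-enhancers had log2 count ratios of -0.99 (MEF KI) and -0.09 (MEF SG) against 0.84 in wound-healing SG, and of -0.024 in MMTV-CAF SG. List size was tested as the cause by keeping both lists to the same size. The ratio was then -0.59 in MEF KI and 0.72 in wound-healing SG, so list size alone does not account for either. In MEF SG (0.031) and MMTV-CAF SG (-0.067) the counts did not differ beyond counting error to begin with. The calling point depends on the shape of the score distribution, which differs between libraries, and that was not tested. An effect of Prrx1 deletion stays open.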

How the results depend on the processing

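The distance of 1 kb for summits, the −log10 p of 5 for Prrx1 and the clusters of equal summit number or span were chosen after seeing the data; the other alternatives were chosen before. No paired analysis was possible because every group has 1 library. Of the values recomputed, 43 stayed within their interval, within the standard deviation over pairs of lists, within 1.5 times the count or on the same side of the random sets, 81 moved beyond their interval, 4 passed the random sets only under the alternative and 4 changed direction. The wound-healing SG difference at Prrx1-bound summits also changed sign, to -3.25 points at a Prrx1 −log10 p of at least 10. That value stayed inside its random sets and is among the 43. The differences between H3K27ac and between H3K4me3 lists stayed positive under all alternatives tried, as low as 0.0332 and 0.0251. The H3K4me3 difference of 0.107 exceeded the standard deviation over pairs, 0.0832, but 0.0251 at a −log10 p of at least 10 did not (0.166), and there the lowest WT and deleted pair, 0.454, lay below all WT pairs of different types. The difference at Prrx1-bound summits, matched or not, stayed below the central 95% of the random sets in MEF KI, from -6.34 to -10.9 points, and in MEF SG, from -13.2 to -17.2 points, under all 6 alternatives. Common Prrx1 sites numbered 360 in lists of equal size, 509 with an overlap of 50% and 464 at a −log10 p of at least 5.

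At a −log10 p of at least 10, the share of H3K27ac summits retained was 36.5% in MEF KI, 70.5% in MEF SG, 65.3% in MMTV-CAF SG and 70.9% in wound-healing SG. The share of H3K4me3 regions retained was 52.3% in MEF KI, 92.2% in MEF SG, 95.8% in MMTV-CAF SG and 91.4% in wound-healing SG. The share of Prrx1 summits at H3K27ac was 14.5% in MEF, 49.5% in MMTV-CAF and 21.5% in wound-healing fibroblasts. The share of Prrx1 summits at H3K4me3 was 4.58% in MEF, 30.9% in MMTV-CAF and 12.6% in wound-healing fibroblasts. The ratio of Prrx1 binding between super-enhancers and typical enhancers was 6.75 in MEF, 5.59 in MMTV-CAF and 6.99 in wound-healing fibroblasts. The number of common Prrx1 sites was 158. In lists of equal size, the share of H3K27ac summits retained was 58.4% in MEF KI, 69.5% in MEF SG, 59.9% in MMTV-CAF SG and 63.5% in wound-healing SG. The share of H3K4me3 regions retained was 87.0% in MEF KI, 93.2% in MEF SG, 74.6% in MMTV-CAF SG and 89.8% in wound-healing SG. The share of super-enhancers retained was 38.6% in MEF KI, 68.8% in MEF SG and 78.2% in wound-healing SG. With all 3 lists kept to the size of the smallest, the ratio for summits absent from both deleted MEF lists was 1.14.

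With an overlap of at least 50%, the share of H3K27ac summits retained was 40.2% in MEF KI, 61.7% in MEF SG, 55.4% in MMTV-CAF SG and 57.2% in wound-healing SG. The share of H3K4me3 regions retained was 63.9% in MEF KI, 83.9% in MEF SG, 70.7% in MMTV-CAF SG and 90.1% in wound-healing SG. The share of Prrx1 summits at H3K27ac was 9.22% in MEF, 21.2% in MMTV-CAF and 16.4% in wound-healing fibroblasts. The share of Prrx1 summits at H3K4me3 was 6.73% in MEF, 44.4% in MMTV-CAF and 28.1% in wound-healing fibroblasts. The ratio for summits absent from both deleted MEF lists was 1.09. With summits within 1 kb, the share of H3K27ac summits retained was 53.3% in MEF KI, 79.7% in MEF SG, 75.2% in MMTV-CAF SG and 83.9% in wound-healing SG. The difference in retention at Prrx1-bound summits was -1.05 points in MMTV-CAF SG and 1.83 points in wound-healing SG. For Prrx1 summits within 1 kb of a mark, the share of Prrx1 summits at H3K27ac was 28.4% in MEF, 61.2% in MMTV-CAF and 44.1% in wound-healing fibroblasts. The share of Prrx1 summits at H3K4me3 was 11.9% in MEF, 57.2% in MMTV-CAF and 35.3% in wound-healing fibroblasts.

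With stitching within 5 kb, the ratio of Prrx1 binding between super-enhancers and typical enhancers was 3.36 in MEF and 3.71 in MMTV-CAF. The share of super-enhancers retained was 27% in MEF KI, 51.2% in MEF SG, 56.3% in MMTV-CAF SG and 67.8% in wound-healing SG. With clusters ranked by number of summits, the share of super-enhancers retained was 40.4% in MEF KI, 62.9% in MMTV-CAF SG and 63.4% in wound-healing SG. For the 500 top clusters of each list, the share of super-enhancers retained was 49.2% in MEF KI, 61.6% in MMTV-CAF SG and 63.4% in wound-healing SG. Without H3K27ac summits in H3K4me3 regions, the ratio of Prrx1 binding between super-enhancers and typical enhancers was 4.80 in MMTV-CAF and 4.89 in wound-healing fibroblasts.

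Per Mb of cluster, the ratio of Prrx1 binding between super-enhancers and typical enhancers was 0.866 in MEF, 1.05 in MMTV-CAF and 0.913 in wound-healing fibroblasts. Among clusters of equal summit number, the ratio of Prrx1 binding between super-enhancers and typical enhancers was 0.934 in MEF, 1.39 in MMTV-CAF and 1.29 in wound-healing fibroblasts. Among clusters of about equal span, the ratio of Prrx1 binding between super-enhancers and typical enhancers was 1.37 in MEF, 1.47 in MMTV-CAF and 1.57 in wound-healing fibroblasts. For the widest 5% of each list, the share of broad H3K4me3 domains retained was 53.8% in MEF KI, 75.0% in MEF SG, 72.5% in MMTV-CAF SG and 74.5% in wound-healing SG. With regions within 1 kb merged, the share of broad H3K4me3 domains retained was 35.2% in MEF KI. Without matching, the difference in retention at Prrx1-bound summits was 9.54 points in MMTV-CAF SG and 5.96 points in wound-healing SG. Outside H3K4me3 regions, the difference in retention at Prrx1-bound summits was 3.65 points in wound-healing SG. Without strata, the ratio for summits absent from both deleted MEF lists was 1.39. Stricter lists, smaller lists and other distances change by construction which summits can be found; beyond this the cause was not tested.

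The ratio between super-enhancers and typical enhancers fell below 1 per Mb of cluster in MEF and wound-healing fibroblasts and in MEF clusters of equal summit number, so its direction depends on how cluster size is treated. The MMTV-CAF difference at Prrx1-bound summits changed sign without matching. That of wound-healing SG was -3.25 points with Prrx1 summits of a −log10 p of at least 10, inside its random sets. Sequencing depth is unknown, so list size and −log10 p stand in for it and a depth effect cannot in general be separated from an effect of deletion. For the MEF deficit at Prrx1-bound summits, lists of equal size gave -10.9 points (KI) and -15.9 points (SG), both at percentile 0. These values argue against list size as the source of that deficit, while depth itself stays unmeasured.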

Other observations

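In this part, the shuffled-sequence test, the chromosome tests, the tests with equal summit number and equal span and the pairs of unrelated lists were chosen after the result was seen; the control word and the motif at shared sites were set out before.

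The higher share of super-enhancers with a Prrx1 summit may follow from the number of H3K27ac summits they hold. Among clusters with the same number of summits the ratio was 0.934 in MEF, within the shuffles. It was 1.39 in MMTV-CAF and 1.29 in wound-healing fibroblasts, above their central 95%, so number alone leaves a difference there. Among clusters of about the same span the ratios were 1.37, 1.47 and 1.57, all above the central 95% of the shuffles, so span alone leaves a difference. Super-enhancers are ranked by summed −log10 p, so neither test controls for summit strength. Single H3K27ac summits in the classes did not differ in any type. Whether the remainder reflects a preference of Prrx1 for super-enhancers was not tested further.

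WT MEF summits absent from both KI and SG exceeded the number expected by 1.09. Pairs of a deleted MEF list with an unrelated WT list gave 1.07 as the lowest ratio and 1.29 as the highest, so a shared effect of the genotypes and a general variability of some summits cannot be told apart, because all pairs share the 1 WT list.

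Prrx1 summits near H3K27ac had TAATTA less often than those away from it: 34.7% against 78.0% in MEF, 24.1% against 44.9% in MMTV-CAF and 18.8% against 53.3% in wound-healing fibroblasts. Base composition could cause this. With the bases of each sequence shuffled, the gap was -2.26, -4.09 and -9.34 points, against observed gaps of -43.3, -20.7 and -34.6 points, so composition explains at most a minor part. The control word ATTAAT, planned for the same question, gave ratios of 1.54, 1.90 and 1.97 near H3K27ac but decides nothing, because it was itself enriched at Prrx1 summits (60.1% against 7.40% of positions 2 kb away in MEF). The AP-1 word TGASTCA (S is C or G) was at 8.63% (MEF), 13.5% (MMTV-CAF) and 8.85% (wound-healing) of Prrx1 summits. At positions 2 kb away the shares were 3.28%, 3.42% and 3.61%. It was more frequent near H3K27ac than away from it in each type. The shares were 19.2% against 5.90% in MEF, 17.9% against 9.92% in MMTV-CAF and 11.1% against 7.72% in wound-healing fibroblasts. CAGAC, the core of SMAD sites, was at 35.3%, 38.5% and 35.7% of Prrx1 summits in MEF, MMTV-CAF and wound-healing fibroblasts against 33.7%, 36.9% and 36.3% of positions 2 kb away. In MEF it was at 40.3% of Prrx1 summits near H3K27ac and 34.0% of those away from it. In MMTV-CAF these shares were 39.2% and 37.9%, and in wound-healing fibroblasts 37.5% and 34.8%. Their Wilson intervals overlapped in both of these types. Indirect binding through other factors and background signal in open chromatin both stay open, as no Prrx1 ChIP from deleted cells was analysed here.

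The 5 top common Prrx1 sites lack TAATTA. Among MEF summits shared by all 3 types, 49.5% (45.3 to 53.8%) had it, against 73.3% (71.5 to 75.0%) of other MEF summits. Shared sites are thus poorer in the motif than other MEF summits. Their share is above that of all Prrx1 summits in MMTV-CAF (35.5%) and wound-healing fibroblasts (41.9%), so they are not poorer in general. The lower share in MEF may mean that part of the shared sites are background sites that recur in each ChIP, or sites bound without the motif. The input reads that would separate these were not used here.

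Prrx1 summits were unevenly spread over chromosomes. Chromosome 8 held 12.7% of MEF and 14.7% of wound-healing Prrx1 summits but 5.66% and 6.44% of H3K27ac summits, chromosome 2 held 13.3% in wound-healing fibroblasts against 7.99%, and chromosome 15 held 9.76% in MMTV-CAF against 5.90%. These were the chromosomes with a ratio of at least 1.5. A few local regions would not give this: 13 of 14 bins of 10 Mb on chromosome 8 in MEF, 14 of 14 in wound-healing fibroblasts, 18 of 19 on chromosome 2 in wound-healing fibroblasts and 11 of 11 on chromosome 15 in MMTV-CAF were above the other chromosomes. Summits without the motif do not account for it in MEF, where 66.7% of summits on chromosome 8 had TAATTA against 69.5% elsewhere, or in MMTV-CAF (37.0% against 35.3%). In wound-healing fibroblasts the share was lower, 33.5% against 43.3% for chromosome 8 and 37.6% against 42.5% for chromosome 2, so summits without the motif may contribute. The excess on chromosome 8 was larger below a −log10 p of 10 (2.64 in MEF, 2.40 in wound-healing fibroblasts) than above (1.55 and 1.69). A gain of whole chromosomes in these immortalised lines is a possible source that was not tested, and no biological explanation was tested.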
